A study of Mus musculus with 30 samples.

How the data were processed

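Polyribosomes were immunoprecipitated with an antibody against the HA tag from punches of the nucleus accumbens of D1-Cre-RT and A2a-Cre-RT female mice, each sample pooling 4 mice, per the labels' protocols. RNA was extracted with a DNase step, and 10 ng of it went into each SMART-Seq v4 library, per the labels' protocols. The deposited files hold raw counts of reads per gene, without normalization, for 30 libraries and 55335 genes, followed by 5 summary lines of reads that were not assigned to a gene. These lines have the form that htseq-count writes. The aligner, the genome build, the annotation release, the software versions and the strand setting are not given in the sources used here. A deposited table of the whole series held the same counts in 30 columns, all 30 identical to the files per library. The summary lines stayed out of library sizes and tests. They made up 10.1% to 53.3% of the reads of a library.

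Groups and replicate numbers came from the sample titles. The samples, the gene lists and the rule for naming genes were fixed before the data were examined. So were the tests and alternatives, apart from those said to be added and the following. The gene lists were fixed for the pairwise stress comparisons only. List tests of D1 minus D2 changes and of D1 against D2 were not in that plan. Nor was the permutation test of the immediate early genes. Male and human data that the series description mentions were not analysed here. Gene symbols were matched by identifier to GENCODE release M21 on GRCm38, which gave a symbol for 55154 of the 55335 genes and none for 181. Coordinates come from that annotation, count from 1, and are for the gene. The build the authors counted with may differ. As the strand setting is not given, counts of genes that overlap on opposite strands are uncertain.

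Genes were kept with filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), which left 19368 genes and set aside 35967. Counts were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test with robust dispersion, in 1 model of 6 groups over all 30 libraries. Each of 12 comparisons was adjusted by Benjamini-Hochberg over all genes tested, at a threshold of 0.05. The common dispersion was 0.172, a biological coefficient of variation of 41.4%. The 12 were the 3 pairwise stress comparisons within each class, both stressed groups together against Control within each class, D1 against D2 in Control libraries, and 3 differences between the D1 and D2 changes. Values per library are CPM on TMM-scaled library sizes. The test was tried on simulated data in which 200 genes had known fold changes. Genes were named by a fixed rule. For each pairwise stress comparison it took up to 3 genes in each direction with the smallest adjusted p under 0.05, and for the other comparisons up to 2. Candidates had a unique symbol other than a Gm number or Rik name. To these it added 6 genes that check the class labels, 3 that check sex, Rpl22, and a list of 13 stress and activity genes.

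The marker index used log2 CPM with a prior count of 1. Of the 6 D2 markers fixed in advance, 5 were used and the other was not analysed here. All 7 D1 markers were used. Index differences were tested by exact permutation of 5 against 5 libraries. Gene lists were immediate early genes, oxidative phosphorylation, cytosolic ribosomal proteins without Rpl22, and markers of oligodendrocytes, astrocytes, microglia, endothelial cells and interneurons. They were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2, and adjusted over the 48 stress tests, over the 24 tests of D1 minus D2 changes and over the 8 lists of the D1 against D2 comparison separately. Changes that share Control libraries were compared with 20 simulations of unchanged groups.

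The alternatives were DESeq2 1.42.0 (Wald test, and its size factors within edgeR), no filter on low counts, only the groups compared in the fit, the replicate number as a block, voom with sample quality weights (limma), 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. For the lists they were fry and an estimated correlation, and for the index a prior count of 5 and 4 markers only. After the data were seen, a pair of fits was added that left out D2 Susceptible replicates 1 and 2, or these together with D1 Susceptible replicate 1 and D2 Resilient replicate 5. Other splits of the libraries were drawn at random with fixed seeds, 60 for each gene comparison and 100 for the gene lists. Lists of epidermal and mural cell genes were written for the closing tests after the main results were seen. Figures were drawn with matplotlib 3.10.9 and tables with pandas 2.3.3.

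Depth sets the precision of each value. A count of 0 in a library allowed up to 3 counts, which is 0.0430 to 0.304 CPM depending on the library.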

Results

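Ribosome-associated RNA was sequenced from the nucleus accumbens of female mice that carried a tagged ribosomal protein (RiboTag, abbreviated RT) in either of the main classes of medium spiny neuron. D1-Cre-RT mice mark the D1 receptor-expressing class. A2a-Cre-RT mice mark the class that expresses the D2 receptor, and their libraries are called D2 here. The stressed mice went through chronic witness defeat stress (CWDS), in which an animal watches the defeat of another, and were then sorted by social interaction scores into Resilient and Susceptible. Each library pooled 4 mice, tissue was taken 24 h after the social interaction test, and 10 ng of RNA entered each library. The design held 6 groups of 5 libraries, which were Control, Resilient and Susceptible for D1 and for D2, 30 libraries in all.

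The gene counts per library ranged from 28996168 in D1 Susceptible replicate 1 to 65882152 in D2 Control replicate 5, and the other 28 libraries lay between. By group the totals were 40504633 to 59141960 in D1 Control, 45981977 to 53012025 in D1 Resilient, 28996168 to 54005102 in D1 Susceptible, 52473617 to 65882152 in D2 Control, 47207550 to 62997974 in D2 Resilient and 48699934 to 65834869 in D2 Susceptible. The number of genes with at least 1 count was 19440 to 22375 in 28 libraries, and it was 15822 in D2 Susceptible replicate 1 and 16525 in D2 Susceptible replicate 2. Reads outside genes made up 41.2% of the reads of D1 Susceptible replicate 1 and 5.20% to 11.1% of those of the other 29 libraries. A single feature, Gm42418, held 54.9% of the gene counts of D1 Susceptible replicate 1. The Wilson 95% interval of each such share was at most 0.0362 percentage points wide. The libraries carry no molecular identifiers, so all intervals and floors given here cover counting error only. The counts of every pair of replicates differed beyond sampling noise, with chi-square per degree of freedom from 13.7 to 2969 over 60 pairs, so no library was counted as a copy of another.

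**Figure D1:**
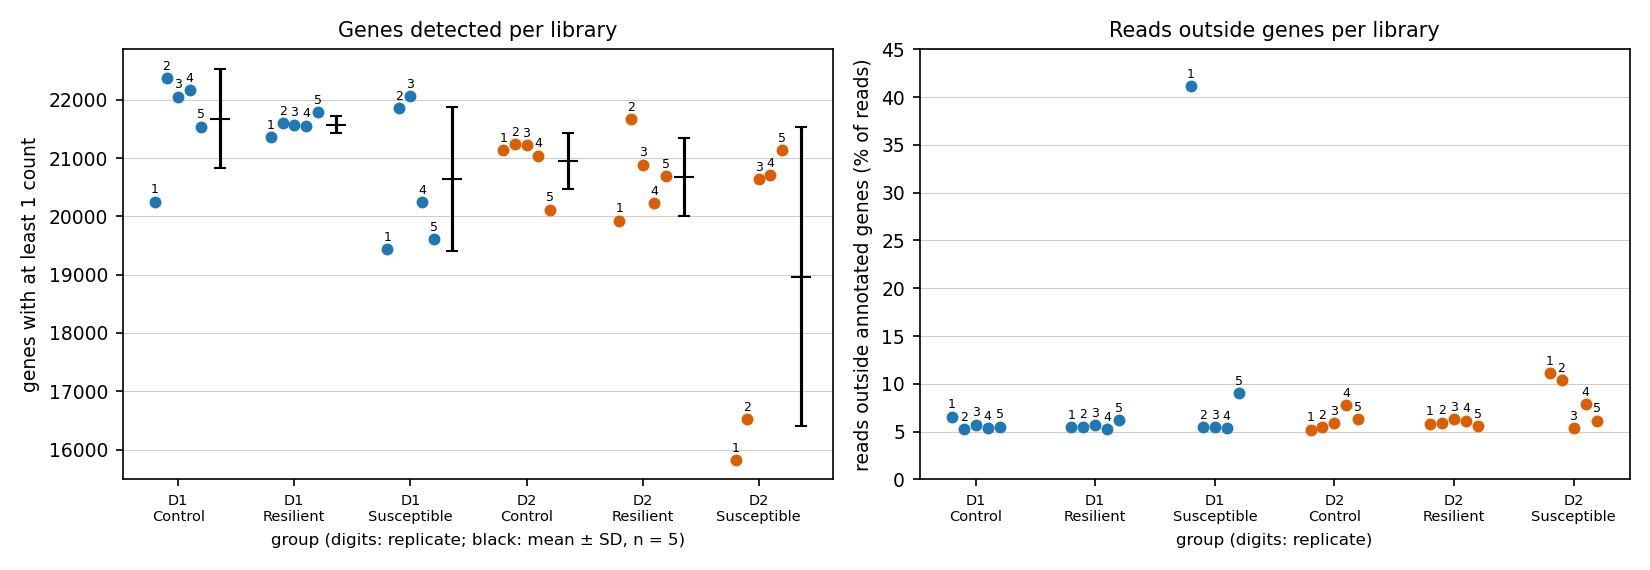
Genes with at least 1 count (left) and percent of reads outside genes (right) for each of the 30 libraries, by group, with the replicate number beside each point and, on the left, the mean ± SD of 5 libraries in black. D2 Susceptible replicates 1 and 2 lie at 15822 and 16525 genes against 19440 to 22375 for the other 28, and D1 Susceptible replicate 1 lies at 41.2% against at most 11.1%.

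The first comparison asked whether the libraries carried the class of neuron in their labels. Relative abundance is given as counts scaled to a total of 1000000 per library (CPM), with TMM scaling, as mean ± SD of 5 Control libraries. Drd1 was 494 ± 76.9 CPM in D1 and 118 ± 80.9 CPM in D2, a log2 difference of 2.07 (SE 0.447, adjusted p 0.00355 by edgeR's quasi-likelihood test). Pdyn was 574 ± 54.9 against 114 ± 102 CPM, with a log2 difference of 2.33 (SE 0.575, edgeR adjusted p 0.0106). Tac1 was 816 ± 82.2 against 313 ± 147 CPM, with a log2 difference of 1.38 (SE 0.334, edgeR adjusted p 0.00858). In the other direction, Drd2 was 74.8 ± 29.5 CPM in D1 and 455 ± 106 CPM in D2, with a log2 difference of -2.60 (SE 0.268, edgeR adjusted p 2.24e-07). Adora2a was 151 ± 53.4 against 1202 ± 272 CPM, with a log2 difference of -2.99 (SE 0.280, edgeR adjusted p 5.10e-08). Penk was 1303 ± 295 against 8456 ± 1614 CPM, with a log2 difference of -2.70 (SE 0.249, edgeR adjusted p 3.94e-08). For these 6 genes all 5 D1 Control libraries lay beyond all 5 D2 Control libraries. Rpl22, the gene whose product carries the tag, was 60.03 ± 2.73 CPM in D1 and 67.2 ± 8.16 CPM in D2 (log2 difference -0.16, SE 0.122, edgeR adjusted p 0.538), within the spread between replicates.

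A marker index was computed for each library as the mean log2 CPM of 5 D2 markers minus that of 7 D1 markers. It was -0.300 ± 0.525 (SD, n = 5) in D1 Control, -0.200 ± 0.399 in D1 Resilient, 0.117 ± 0.776 in D1 Susceptible, 4.00 ± 1.05 in D2 Control, 3.94 ± 1.45 in D2 Resilient and 5.35 ± 0.711 in D2 Susceptible. The 15 D1 libraries ranged from -0.92 to 0.82 and the 15 D2 libraries from 1.40 to 6.60, so no library lay among those of the other class. Stressed groups were compared with their Control by exact two-sided permutation tests of 5 against 5 libraries, for which 0.00794 is the smallest p. The index rose by 1.35 in D2 Susceptible (exact permutation p 0.0159, Benjamini-Hochberg adjusted 0.0635 over 4 tests), with libraries at 4.90 to 6.60 against 2.34 to 4.91 in D2 Control. It differed by 0.42 in D1 Susceptible (exact p 0.373, adjusted 0.746), by 0.10 in D1 Resilient (exact p 0.738, adjusted 0.929) and by -0.06 in D2 Resilient (exact p 0.929, adjusted 0.929). The D1 Susceptible difference ranged from 0.24 without D1 Susceptible replicate 1 to 0.68 without D1 Susceptible replicate 2. It was 0.63 without D1 Control replicate 1. Leaving out D2 Resilient replicate 5 moved the D2 Resilient difference most, to 0.58. Without D2 Control replicate 1, 2 or 4 that difference was 0.17, 0.12 or 0.05. The D1 Resilient difference was -0.01 without D1 Control replicate 5 and -0.03 without D1 Resilient replicate 5. After the correction none of the 4 differences passed, and without D2 Control replicate 1 the D2 Susceptible difference of 1.58 did (exact permutation, adjusted p 0.0317). It was 0.93 without D2 Control replicate 5, where it did not pass, and 1.04 without D2 Susceptible replicate 2 (exact permutation, adjusted p 0.222), the largest adjusted p with 1 library left out. With D2 Susceptible replicates 1 and 2 left out, an alternative added after the data were seen, it was 1.08 (exact permutation, adjusted p 0.429).

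**Figure D2:**
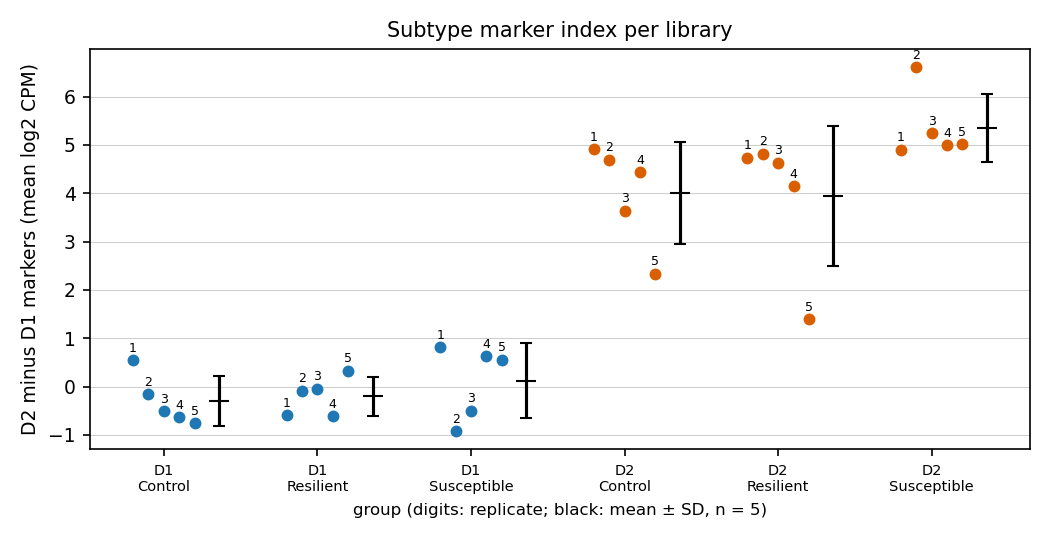
Marker index (mean log2 CPM of D2 markers minus D1 markers) of each of the 30 libraries, by group, with the replicate number beside each point and the mean ± SD of 5 libraries in black. The 15 D1 libraries lie between -0.92 and 0.82 and the 15 D2 libraries between 1.40 and 6.60.

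The labels give the sex of all mice as female. Xist was counted in every library, at 21.6 ± 19.2 CPM in D1 Control and 28.5 ± 8.75 CPM in D2 Control (log2 difference -0.40, SE 0.438, edgeR adjusted p 0.717), where voom with quality weights gave -0.89 (limma adjusted p 0.0117). Leaving out 1 library gave -1.11 without D1 Control replicate 1 to -0.20 without D1 Control replicate 4, none called (edgeR adjusted p 0.0709 to 0.917). Xist was 15.9 ± 5.59 CPM in D1 Resilient, 24.4 ± 17.0 CPM in D1 Susceptible, 67.9 ± 13.2 CPM in D2 Resilient and 73.9 ± 29.97 CPM in D2 Susceptible. Against D2 Control the log2 change of Xist was 1.25 in Resilient (edgeR adjusted p 1) and 1.37 in Susceptible (edgeR adjusted p 0.181). Of the genes on the Y chromosome that were checked, Ddx3y had 267 counts in D2 Susceptible replicate 1, 56 in D2 Susceptible replicate 2 and at most 13 in any other library. Uty had 144 counts in D2 Susceptible replicate 1 and 0 in the other 29 libraries, where 3 counts would be 0.0430 to 0.304 CPM.

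Between the classes in unstressed mice, 1608 of the 19368 genes tested differed at an edgeR adjusted p under 0.05, with 679 higher in D1 and 929 higher in D2. The alternative that moved this count most was limma voom with sample quality weights, which called 5511 genes. The count was 981 without D1 Control replicate 3 and 1055 without D2 Control replicate 4. Adcy2 (ENSMUSG00000021536, chromosome 13, 68620043 to 68999541, GRCm38) was 66.3 ± 4.23 CPM in D1 and 26.6 ± 5.83 CPM in D2, a log2 difference of 1.31 (SE 0.145, edgeR adjusted p 3.18e-07). Slc24a3 (ENSMUSG00000063873, chromosome 2, 145167754 to 145642166) was 86.0 ± 5.37 against 47.8 ± 5.47 CPM, a log2 difference of 0.85 (SE 0.109, edgeR adjusted p 3.10e-06). The smallest adjusted p among genes higher in D2 belonged to Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), at 2.64 ± 0.908 against 26.7 ± 5.10 CPM (log2 difference -3.33, SE 0.230, edgeR adjusted p 4.92e-11). Ly6c1 (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) was 2.59 ± 0.745 against 25.9 ± 7.47 CPM (log2 difference -3.32, SE 0.271, edgeR adjusted p 2.23e-09). Both belong to a family of similar neighbouring genes, among which reads may have been divided. Ly6c1 is also in the fixed list of endothelial genes, whose median log2 difference here was -3.28. Whether the difference of Ly6a or Ly6c1 lies in the neurons was not tested. For these 4 genes all 5 D1 Control libraries lay beyond all 5 D2 Control libraries.

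The stress comparisons asked which genes changed in each class of neuron after CWDS, and whether Susceptible and Resilient animals differed. In D1 none passed an adjusted p of 0.05 by edgeR. Susceptible against Control gave 0 genes (465 at an unadjusted p under 0.05; 5% of the genes tested is 968), against 3 by the DESeq2 Wald test and 0 by voom. Resilient against Control gave 0 (503 unadjusted), against 1 by DESeq2 and 180 by voom, the alternative that moved it most. A fit of only the groups compared called 13. Susceptible against Resilient gave 0 (675 unadjusted), against 8 by DESeq2 and 14 by voom, and 9 by edgeR without D1 Susceptible replicate 3. Both stressed groups against Control gave 0 (374 unadjusted), against 1 by DESeq2 and 42 by voom. In simulated data with 200 of 19368 genes changed, the same test recovered 92.5% of 2-fold changes in D1 Susceptible against Control, with 9 false calls, and 99% of 4-fold changes, with 8. The changed genes were drawn from those above 5 CPM, and the simulated libraries varied independently around shared gene means. The recovery thus covers no gene of lower level. Other splits of the real libraries for this comparison gave up to 341 calls, so neither the recovery nor the false calls describe the real libraries.

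In D2, Susceptible against Control gave 1 gene by edgeR (3038 at an unadjusted p under 0.05). It was Mustn1 (ENSMUSG00000042485, chromosome 14, 30879200 to 30881610), with a log2 change of -5.83 (SE 0.956, edgeR adjusted p 0.0184). Mustn1 was a low-count gene, with 1 count in the 5 D2 Susceptible libraries together and 97 counts over all 5 D2 Control libraries. Scaled to library size, the ratio was 0.0103 (95% exact interval 0.000258 to 0.0588). Against Resilient, where 5 of 5 libraries held 69 Mustn1 counts, the scaled ratio was 0.0143 (95% exact interval 0.000357 to 0.0823). DESeq2 called 255 genes for Susceptible against Control, with 156 higher and 99 lower and Mustn1 among them, and voom called 0. The edgeR count was 828 without D2 Susceptible replicate 3, 170 without replicate 5 and 11 without replicate 4 of that group, and 0 without its replicate 1 or 2. It was 2 without D2 Control replicate 2 or 4 and 0 without D2 Control replicate 5. In the simulated data for this comparison, 91% of 2-fold changes were recovered with 8 false calls, and 98.5% of 4-fold changes with 6. Other splits of the real libraries for this comparison gave up to 4339 calls. Neither the recovery nor the false calls in simulated data thus describe the real libraries.

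Susceptible against Resilient in D2 gave 10 genes by edgeR, 5 higher and 5 lower (3693 at an unadjusted p under 0.05). Hrk (ENSMUSG00000046607, chromosome 5, 118164648 to 118189478) was 124 ± 28.7 CPM in Susceptible and 81.8 ± 7.46 CPM in Resilient, a log2 change of 0.61 (SE 0.102, edgeR adjusted p 0.0222). Chd9 (ENSMUSG00000056608, chromosome 8, 90828352 to 91054516) was 93.6 ± 29.5 against 41.1 ± 5.63 CPM, a log2 change of 1.19 (SE 0.203, edgeR adjusted p 0.0222). Nrgn (ENSMUSG00000053310, chromosome 9, 37544492 to 37552904) was 1564 ± 229 against 984 ± 121 CPM, a log2 change of 0.67 (SE 0.121, edgeR adjusted p 0.0252). Among the lower genes, Mustn1 changed by -5.32 (SE 0.949, edgeR adjusted p 0.0246). Ttc39c (ENSMUSG00000024424, chromosome 18, 12599896 to 12738863) was 32.0 ± 4.30 against 45.04 ± 4.90 CPM, a log2 change of -0.49 (SE 0.0912, edgeR adjusted p 0.0254). Scg2 (ENSMUSG00000050711, chromosome 1, 79434669 to 79440120) was 674 ± 111 against 1011 ± 182 CPM, a log2 change of -0.58 (SE 0.114, edgeR adjusted p 0.0435). For 5 of these 6 genes the 5 Susceptible libraries lay beyond all 5 Resilient libraries. Mustn1 had 1 count in D2 Susceptible replicate 3 and 1 in D2 Resilient replicate 5, under the floor of 3 counts. The other 4 genes called were Kcnk2 and Arhgef15, higher, and Sez6l and Cpne7, lower. These 4 were named after their values were seen. DESeq2 called 976 genes, 721 higher and 255 lower, with all 10 of the edgeR calls among them. Voom called 1. The mean of D2 Susceptible replicates 1 and 2 and that of replicates 3 to 5 were 154 and 105 CPM for Hrk, 443 and 287 CPM for Kcnk2 and 565 and 747 CPM for Scg2. With replicates 1 and 2 left out, an alternative added after the data were seen, the log2 changes were 0.35 for Hrk, 1.20 for Chd9, 0.53 for Nrgn, -4.91 for Mustn1, -0.41 for Ttc39c and -0.44 for Scg2, and none was called. No gene was called by edgeR without D2 Susceptible replicate 1 or D2 Resilient replicate 2, and Mustn1 alone was called without D2 Resilient replicate 5. Without D2 Susceptible replicate 2 there were 4, with Hrk and Chd9 among them but not the other 4 genes above. Without D2 Resilient replicate 4 there were 6. Scg2 was also lost without D2 Resilient replicate 1 (log2 change -0.57) and Nrgn without D2 Resilient replicate 3 (0.65). The count was 17 without D2 Resilient replicate 1, and 1964, 412 and 1607 without D2 Susceptible replicate 3, 4 and 5.

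Resilient against Control in D2 gave 0 genes by edgeR (814 unadjusted), against 5 by DESeq2 and 2 by voom. Both stressed groups against Control in D2 gave 0 (1197 unadjusted, smallest edgeR adjusted p 0.0528), against 10 by DESeq2 and 0 by voom. This count was 2 without D2 Control replicate 5 and 1 without D2 Control replicate 2, 3 or 4.

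Whether the classes responded differently was tested as the difference between the D1 and the D2 change. By edgeR it passed for 0 genes in Susceptible against Control (1509 unadjusted), 0 in Resilient against Control (967 unadjusted) and 0 in Susceptible against Resilient (2404 unadjusted). DESeq2 called 5, 7 and 45 genes in these tests, and voom called 0, 160 and 0. Without D2 Susceptible replicate 3, edgeR called 156 genes in the last of them. Across genes, which are not independent replicates, the D1 and D2 log2 changes had a Pearson r of 0.0496 in Susceptible against Control (Spearman rho 0.0139, jackknife SE of r over libraries 0.0388). In Resilient against Control r was -0.0173 (rho -0.0997, jackknife SE 0.0344). The alternative that moved the first most was 1 surrogate variable in the model, which gave -0.0375, and without D1 Susceptible replicate 1 it was 0.000856. The Susceptible and Resilient changes share their Control libraries. Their r was 0.379 in D1, where 20 simulations of unchanged groups gave 0.485 on average (0.462 to 0.521). In D2 it was 0.264, where simulations gave 0.498 (0.463 to 0.524). The jackknife SE of these values was 0.185 and 0.211, larger than the distance of the D1 value from the simulated mean. With 1 library left out the D2 value ranged from 0.226 without D2 Susceptible replicate 5 to 0.415 without D2 Control replicate 4.

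A list of 13 stress and activity genes, fixed in advance, was tested in the 6 stress comparisons. Adjusted over the list alone, 4 of the 13 genes passed in D1 Resilient against Control, 3 in D2 Susceptible against Resilient and 0 in each of the other 4 stress comparisons. This adjustment was made within each comparison, so these 7 calls are not corrected for the testing of 6 comparisons. Over all genes tested, 0 of the 13 passed in any of the 6 by edgeR. Voom moved the total of 7 most, to 14, and DESeq2 gave 9. In D1 Resilient, Fos was 11.2 ± 2.16 CPM against 19.7 ± 7.47 CPM in D1 Control (log2 change -0.81, SE 0.266, edgeR p adjusted over the list alone 0.0217). Arc was 36.5 ± 8.26 against 66.5 ± 16.4 CPM (log2 change -0.86, SE 0.277, edgeR adjusted p 0.0217) and Egr1 was 269 ± 45.5 against 344 ± 61.0 CPM (log2 change -0.35, SE 0.115, edgeR adjusted p 0.0217). Fkbp5 was 65.0 ± 4.52 against 55.8 ± 3.40 CPM (log2 change 0.22, SE 0.0772, edgeR adjusted p 0.0257). All 5 Resilient libraries lay beyond the Control mean for each of these 4 genes. None of the 4 passed without D1 Control replicate 5, where the changes of Fos, Arc, Egr1 and Fkbp5 were -0.58, -0.74, -0.26 and 0.21, or without D1 Resilient replicate 1, where they were -0.71, -0.82, -0.25 and 0.22. Fos (-0.77) and Arc (-0.76) also failed without D1 Resilient replicate 5, and Fkbp5 without D1 Control replicate 3 (0.19) or D1 Resilient replicate 2 (0.20) or 4 (0.19). Egr1 failed in a fit of only the groups compared (-0.35). In D1 Susceptible against Control, Fos, Arc, Egr1 and Fkbp5 changed in the same directions, by -0.76, -0.56, -0.27 and 0.19. None passed there (edgeR adjusted p 0.101 to 0.178 over the list alone). Between D1 Susceptible and Resilient they differed by 0.05, 0.31, 0.08 and -0.03, and none passed, so the calls do not set Resilient apart from Susceptible. In D2, Fos was 6.14 ± 1.56 CPM in Susceptible and 12.1 ± 4.99 CPM in Resilient (log2 change -0.97, SE 0.269, edgeR adjusted p 0.0134 over the list alone). Slc6a15 changed by -0.26 (SE 0.0868, edgeR adjusted p 0.0313 over the list alone), with 5 of 5 libraries of Fos and of Slc6a15 under the Resilient mean. Ppargc1a changed by 0.46 (SE 0.167, edgeR adjusted p 0.0443 over the list alone), with 3 of 5 libraries above the Resilient mean, and it changed by -0.02 under voom. Without D2 Resilient replicate 1 none of these 3 passed (Fos -0.84, Slc6a15 -0.21, Ppargc1a 0.50), nor without D2 Susceptible replicate 1 (-0.91, -0.19 and 0.37). Slc6a15 (-0.24) and Ppargc1a (0.21) failed without D2 Susceptible replicate 2, and Ppargc1a without D2 Resilient replicate 3 (0.44), 4 (0.42) or 5 (0.43). All 3 failed in a fit of only the groups compared, and Fos (-1.08) and Slc6a15 (-0.09) failed under voom.

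The 8 fixed gene lists were tested in the 6 stress comparisons with camera at a preset correlation between genes of 0.01, and 25 of the 48 tests passed after adjustment. With a correlation estimated from the data 1 test passed, the alternative that moved the count most, and with fry 2 passed. The immediate early genes in D1 Resilient against Control held under all of these, with a median log2 change of -0.35 over 18 genes, all of them lower (adjusted p 6.10e-17 by camera, 0.0319 by fry, 0.00856 with the estimated correlation, all from limma). The interneuron genes in D2 Susceptible against Control held under camera and fry, with a median of -0.72 over 12 genes, 11 of them lower (limma adjusted p 0.000288 by camera, 0.0319 by fry and 0.201 with the estimated correlation). Without D2 Control replicate 5 this median was -0.43, still called by camera. The other 23 camera calls were lost under both alternatives. Per library, the mean log2 CPM of the immediate early genes was 5.50 ± 0.231 in D1 Control, 5.09 ± 0.155 in D1 Resilient and 5.19 ± 0.121 in D1 Susceptible. It differed from Control by -0.42 in Resilient (exact two-sided permutation p 0.0238) and by -0.31 in Susceptible (exact p 0.0317), both with an adjusted p of 0.0476 over 3 tests, and 3 of 5 libraries of either group lay under all D1 Control libraries. Resilient and Susceptible differed by 0.11 (exact p 0.246). The interneuron mean was 2.77 ± 0.588 in D2 Control and 1.96 ± 0.236 in D2 Susceptible, whose libraries at 1.58 to 2.18 all lay under those of Control at 2.21 to 3.76. This list was higher in D1 than in D2 Control libraries (median 1.19, 12 genes higher), and the marker index rose by 1.35 in D2 Susceptible. D2 Control replicate 5 had the lowest index of its group, 2.34, and the highest interneuron mean. The lower interneuron genes thus cannot be told apart from a difference in D1 material between the groups.

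**Figure D3:**
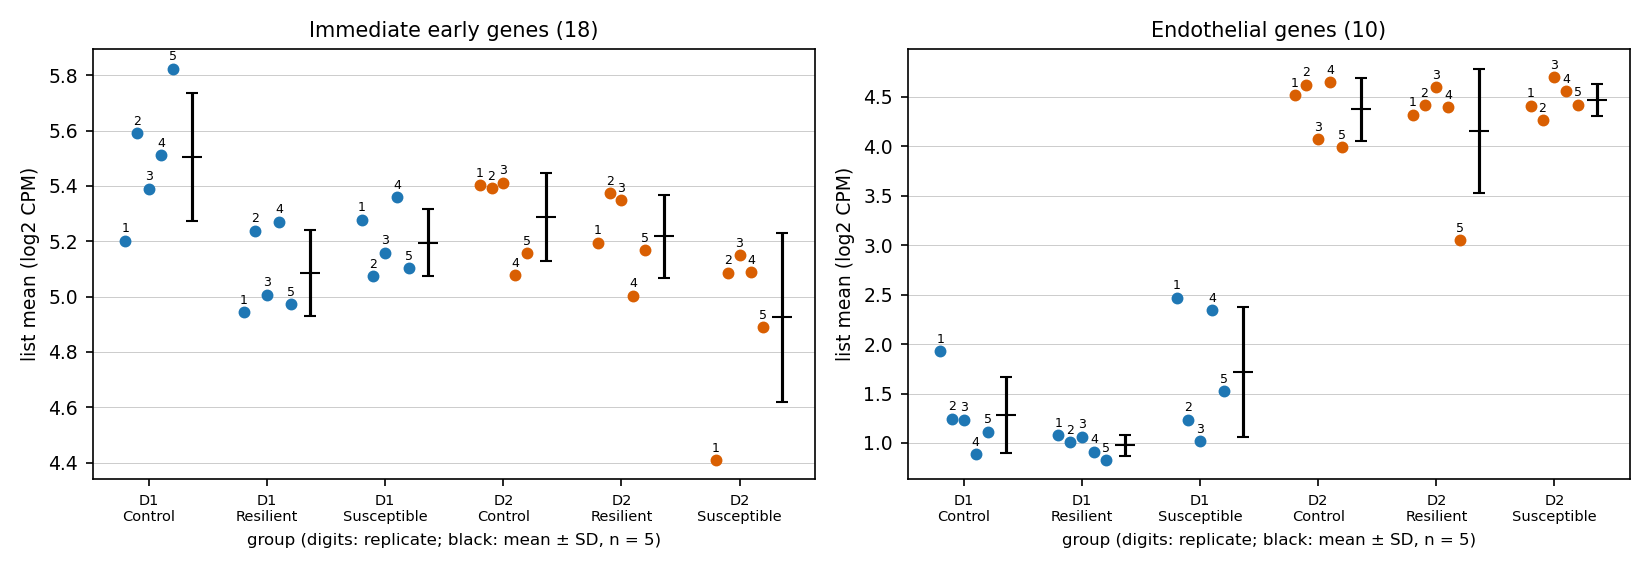
Mean log2 CPM of the immediate early genes (left) and the endothelial cell genes (right) in each of the 30 libraries, by group, with the replicate number beside each point and the mean ± SD of 5 libraries in black. The immediate early genes lie at 5.20 to 5.82 in D1 Control and 4.94 to 5.27 in D1 Resilient, and the endothelial genes at 0.83 to 2.47 in the D1 libraries and 3.05 to 4.69 in the D2 libraries.

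Counting these 2, camera called 7 of 8 lists in D1 Resilient against Control, 4 in D1 Susceptible against Control, 7 in D1 Susceptible against Resilient, 2 in D2 Resilient against Control, 1 in D2 Susceptible against Control and 4 in D2 Susceptible against Resilient. The median log2 changes of the called lists reached from -0.75 for astrocyte genes in D1 Resilient against Control, or -0.19 without D1 Control replicate 1, to 0.72 for endothelial genes in D1 Susceptible against Resilient. The median, the mean and the direction of the test differed in sign for oxidative phosphorylation and astrocyte genes in D1 Susceptible against Control, and for astrocyte genes in all 3 D2 comparisons. They also differed for microglia genes in D2 Susceptible against Control. None of these 6 tests was called.

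Of 24 tests of a list's change in D1 minus that in D2, 13 passed by camera, 1 by fry and 0 with the estimated correlation. These tests were not in the plan fixed in advance. The call by fry was oxidative phosphorylation in Resilient against Control, with a median difference of 0.29 over 93 genes, 76 of them higher (limma adjusted p 0.0490 by fry and 0.0839 with the estimated correlation). Its mean log2 CPM was 6.03 ± 0.107 in D1 Resilient against 5.91 ± 0.0401 in D1 Control, and 6.06 ± 0.0791 in D2 Resilient against 6.21 ± 0.0887 in D2 Control. The ribosomal protein genes had a like median difference in Resilient against Control, 0.27 over 86 genes (limma adjusted p 0.104 by fry). The immediate early genes in the Susceptible test had a median of 0.03 and a mean of -0.01, and were not called. In D1 against D2 Control libraries, the endothelial median was -3.28, astrocyte -1.04, microglia -0.57, ribosomal protein -0.35, oligodendrocyte -0.34, oxidative phosphorylation -0.30, immediate early 0.24 and interneuron 1.19. All 8 passed by camera. The endothelial and interneuron lists also passed with the estimated correlation, and fry called these together with oxidative phosphorylation, ribosomal protein and astrocyte genes.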

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

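The tests of reads shared with near-identical copies in D2 Control replicate 2 of a swap for D2 Resilient replicate 5 and of the abundant D1 markers in D2 Susceptible replicate 2 were chosen only after the result was seen. Within each group of 5 libraries, 6 measures were checked for a library far from the other 4, which made 36 checks. Of these, 9 passed the critical value, where chance flags about 1 in 20, or 1.8. No biological explanation was tested for single libraries, since the design gives none.

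D1 Susceptible replicate 1 stood apart on 3 measures. Reads outside genes were 41.2% (5.33% to 9.03% in the other 4 libraries of its group), non-unique reads 11.8% (3.18% to 3.37%), and the most counted feature, Gm42418, took 54.9% of gene counts (0.577% to 5.46% for the top feature of the others). Genomic DNA was argued against by the olfactory receptor genes, which held 6.69 CPM outside the ribosomal features, under the 8.37 to 12.9 CPM of the other 14 D1 libraries. Carry-over of ribosomal RNA stays open as a candidate explanation. The 354 genes of the annotation's nuclear rRNA class, not looked at before this test, held 165 CPM against 4.22 to 39.1 CPM in the others of the group.

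In D1 Control replicate 1 the top feature took 2.49% of the counts, against 0.518% to 0.659% in the other 4 libraries. Carry-over of ribosomal RNA is a candidate explanation here too, as the rRNA-class genes held 23.6 CPM against 3.22 to 3.69 CPM.

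D2 Control replicate 5 had the most gene counts of its group, 65.9 against 52.5 to 55.4 in units of 1000000 counts, and the fewest genes with a count, 20116 against 21041 to 21243. A few genes taking most of the counts was argued against by the share of the 10 most counted genes, 4.58% against 4.37% to 4.74%. Depth was argued against as the source of the low gene number, because the library had the most counts. Drawn down to 40000000 counts it held 19859 genes and the other 4 held 20904 to 21040, which could not have closed the gap. D1 material as the source of the low gene number was argued against as well, because the D1 Control libraries drawn down alike held a median of 21776 genes (20052 to 22032). Over 160 genes higher in D1 it lay 51.1% of the way from D2 to D1, beyond the reference D2 libraries (-11.0% to 7.76%). Over 255 genes higher in D2 it lay 33.0% of the way, inside their range (-20.7% to 33.9%). The source of the low gene number stays open.

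In D2 Control replicate 2 non-unique reads were 3.04%, against 3.55% to 3.72% in the other 4 libraries. A candidate explanation is reads shared with near-identical copies of the mitochondrial block from mt-Co2 to mt-Nd3. Over the 15 D2 libraries the non-unique share fell as the block's share of reads rose (Spearman rho -0.779, permutation p 0.000920, Benjamini-Hochberg adjusted p 0.00138 over 3 tests; Pearson r -0.781). The block took 0.537% of the reads of this library, the highest value among the 15. Which copies the reads matched was not tested.

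The marker index of D2 Resilient replicate 5 was 1.40, against 4.14 to 4.82 in the other 4 libraries. A swap with a D1 library of this series was argued against, as the largest index of a D1 library was 0.82. Whether D1 material was mixed in cannot be told apart from other causes. Outside the marker lists, 160 genes higher in D1 lay 25.5% of the way from D2 to D1 (-11.0% to 7.76% in the D2 libraries used as reference), while 255 genes higher in D2 lay 76.2% of the way (-20.7% to 33.9%). A mixture would put both at a like fraction, and both lay beyond their reference range. A wrong label with a sample from outside the series was not tested.

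The marker index of D2 Susceptible replicate 2 was 6.60, against 4.90 to 5.25 in the other 4 libraries. RNA of the other subtype in the other libraries was argued against for replicates 3 to 5 only, by the abundant D1 markers. For replicate 1 it stays open. With the 4 D1 markers above 20 CPM alone the index was 3.11, under the 3.34 to 3.73 of D2 Susceptible replicates 3 to 5. Replicate 1 went the other way, at 2.48. Drd1 was 60.4 CPM in replicate 2 against 50.3 to 55.3 CPM in replicates 3 to 5. Tac1 was 373 against 150 to 237 CPM and Sfxn1 49.0 against 26.5 to 35.2 CPM, while Pdyn was 30.9 against 32.5 to 37.1 CPM. In replicate 1 Drd1, Tac1, Sfxn1 and Pdyn were 74.4, 423, 96.4 and 32.1 CPM, all above replicate 2. Outside the marker lists, 160 genes higher in D1 lay at -12.4% of the D2 to D1 distance in replicate 2. This was under the -11.0% to -2.67% of replicates 3 to 5 and the -7.76% of replicate 1, so it went with RNA of the other subtype in those libraries. Against it, 255 genes higher in D2 lay 25.9% of the way to D1 (-4.07% to 8.75% in replicates 3 to 5, -5.65% in replicate 1). Loss of low-level transcripts is a candidate explanation. Of 7 D1 markers, 1 had 0 counts here, Chrm4, with 227 to 2072 counts in the 13 D2 libraries other than D2 Susceptible replicates 1 and 2. Eya1 and Isl1 were 1.16 and 0.87 CPM, against 3.31 to 7.10 and 1.70 to 29.1 CPM in those 13. D2 Susceptible replicate 1 held fewer genes, 15822 against 16525, yet 0 of its D1 markers were without counts and its index was the lowest of the group, 4.90.

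The oxidative phosphorylation change in Resilient against Control differed between the classes, with a median log2 difference of 0.29 (limma fry adjusted p 0.0490 over 24 tests, 0.0839 with the estimated correlation) and 76 of 93 genes higher in D1. Gene length was argued against as the whole cause, since 10000 lists matched on transcript length and expression had a median of 0.16 and at most 0.26. Part of the difference may still go with length. Lists matched on GC content gave 0.016 and at most 0.10. Mixed D1 material in D2 Resilient replicate 5 was argued against as the cause, since the median was 0.28 without that library. The ribosomal protein genes moved the same way in this test, with a median of 0.27 and 75 of 86 genes higher (limma fry adjusted p 0.104). The shift was therefore not particular to oxidative phosphorylation. A biological difference between the classes stays open as a hypothesis, beside the technical sources that were not tested.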

How the results depend on the processing

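The fits that left out 2 D2 Susceptible libraries (replicates 1 and 2), or these with D1 Susceptible replicate 1 and D2 Resilient replicate 5, were chosen only after the result was seen. Except where a sentence says otherwise, the cause of a change was not tested.

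DESeq2 size factors within edgeR changed none of the calls of the 26 gene results and moved no count past 1.5 times, and no scaling moved the median of all genes by over 0.1 on the log2 scale. The index differences kept their side of the threshold under a prior count of 5 and under 4 markers only. The correlations of changes in Resilient, and of Susceptible with Resilient changes, moved by less than their spread in every setting run.

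The DESeq2 Wald test called 3, 1, 8 and 1 genes in D1 (Susceptible against Control, Resilient against Control, Susceptible against Resilient, both stressed groups), 255, 5, 976 and 10 in D2 in that order, and 5, 7 and 45 for the differences between the classes (Susceptible, Resilient, Susceptible against Resilient). It gave no adjusted p for Pdyn, which was left out of that comparison.

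Voom with quality weights called 180 genes in D1 Resilient, 14 in D1 Susceptible against Resilient, 42 in both stressed D1 groups, 0 in D2 Susceptible, 2 in D2 Resilient, 1 in D2 Susceptible against Resilient, 5511 for D1 against D2 (1600 shared with the 1608) and 160 for the class difference in Resilient. The stress list gave 14, Ppargc1a reversed to -0.023, and 8 other gene results lost their call. D2 Susceptible replicates 1 and 2 had weights of 0.0570 and 0.0699.

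A fit of only the groups compared gave 13 genes in D1 Resilient, 1 in both stressed D1 groups, 0 in D2 Susceptible, 1 in D2 Resilient, 0 in D2 Susceptible against Resilient, 2696 for D1 against D2 (1515 shared), 12 for the class difference in Resilient and 3 for the stress list. With 1 surrogate variable, D2 Susceptible and D2 Susceptible against Resilient gave 0 and 0 genes, and the correlation of D1 with D2 Susceptible changes was -0.0375. With no filter D2 Susceptible gave 0 and that correlation was 0.000723. With the replicate number as a block D2 Susceptible gave 4, but the numbers do not pair the libraries.

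Fry called 2 and the estimated correlation 1 of the 48 list tests, against 25. By construction both use the correlation between genes in these data.

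Without D2 Susceptible replicates 1 and 2, D2 Susceptible and D2 Susceptible against Resilient gave 0 and 0 genes, D1 against D2 gave 3134 (1607 shared), the class differences in Resilient and in Susceptible against Resilient gave 1 and 1, the stress list gave 4, and Ppargc1a reversed to -0.020. With 4 libraries left out these were 0, 0, 3302 (1607 shared) and 4, with Ppargc1a at -0.054 and the D2 Resilient index difference at 0.58.

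Leaving out 1 library at a time gave 981 to 1794 genes for D1 against D2, 0 to 828 for D2 Susceptible, 0 to 1964 for D2 Susceptible against Resilient, 0 to 9 for D1 Susceptible against Resilient, 0 to 2 for both stressed D2 groups, 0 to 156 for the class difference in Susceptible against Resilient and 2 to 10 for the stress list. The correlation of D1 with D2 Susceptible changes ranged from 0.000856 to 0.0414. The index differences ranged from 0.24 to 0.68 in D1 Susceptible, from -0.032 to 0.31 in D1 Resilient (-0.014 without D1 Control replicate 5, -0.032 without D1 Resilient replicate 5), from 0.93 to 1.58 in D2 Susceptible and from -0.47 to 0.58 in D2 Resilient. That last difference was 0.17, 0.12 and 0.05 without D2 Control replicate 1, 2 and 4, and 0.58 without D2 Resilient replicate 5. Of 260 such fits of a gene result 50 lost a call and 0 reversed, and of 250 fits of a list 18 lost a call and 0 reversed.

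Depth limited Mustn1 and other low-count genes, where a count of 0 allowed 0.0430 to 0.304 CPM.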

Other observations

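The tests of low gene detection against depth, of male tissue, of non-neuronal cells in general, of unadjusted counts over splits, of both explanations for the mitochondrial block and of the Gapdh copy were chosen only after the result was seen. No biological explanation was tested for the patterns of single libraries.

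D2 Susceptible replicates 1 and 2 held 15822 and 16525 genes, fewer than the other 28 libraries. Depth was argued against. Among 3019 genes at 1 to 5 CPM in the other D2 libraries, 20.1% and 14.7% had 0 counts in these libraries, against at most 0.0994% in the other 13 D2 libraries. The genes were chosen by their level in those 13, which keeps that share low. In the D1 libraries, which had no part in the choice, the share was 0.132% to 1.46%. Few starting molecules cannot be told apart from other losses. The total over those genes was 1.17 and 1.08 times the expected one (0.923 to 1.09 in the other 13), which goes with a kept mean, but the genes that were counted had median ratios of 1.07 and 0.974 (0.895 to 1.05).

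The same 2 libraries held keratin genes, with Krt1 at 130 and 189 CPM against at most 4.60 CPM in the other 28 libraries, and muscle genes, with Ttn at 20.2 and 28.2 CPM against at most 1.83. Skin RNA is a candidate explanation. Of 13 epidermal genes listed before their values were seen, 11 were above the other 3 D2 Susceptible libraries in both. The list summed to 127 and 224 CPM in these libraries and to 37.4 to 52.1 CPM in the other 28. How it entered was not tested.

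Ddx3y and Uty were counted in D2 Susceptible replicate 1 (267 and 144 counts). RNA from male tissue cannot be told apart from other sources, because Kdm5d and Eif2s3y together had 0 counts there and this library lacked many genes of low level.

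Endothelial genes were lower in D1 than in D2 Control libraries, with a median log2 difference of -3.28. RNA of non-neuronal cells in general was argued against as the whole cause, since it would move the other lists alike and their medians were -0.34 (oligodendrocyte, 12 of 13 genes lower), -0.57 (microglia, 8 of 10) and -1.04 (astrocyte, 13 of 13). All 3 moved in the same direction as the endothelial genes, so a smaller general part stays open. D1 Control replicate 1 lay above the other D1 Control libraries in the mean log2 CPM of these lists. It was at 5.05 against 3.74 to 4.17 (oligodendrocyte), 2.85 against 0.78 to 1.28 (microglia) and 4.84 against 3.11 to 3.62 (astrocyte). For endothelial genes it was at 1.93 against 0.89 to 1.25. This library thus makes each of these differences smaller. RNA of vessel fragments in the D2 libraries is a candidate explanation, since 10 mural cell genes, listed before their values were seen, had a median of -3.23. All 10 were lower in D1, but unevenly, and 3 did not pass: Tagln (-0.31, edgeR adjusted p 0.587, 5.57 and 6.88 CPM), Myh11 (-0.47, 0.828) and Acta2 (-2.81, 0.0832). The most abundant were Vtn at 4.41 and 90.9 CPM and Rgs5 at 9.26 and 77.4 CPM. Whether the fragments were whole vessels stays open. Expression of the driver line in vessel cells, a biological explanation, stays open and untested.

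The immediate early genes were lower in D1 Resilient than in D1 Control libraries by a mean log2 difference of -0.42. RNA of non-neuronal cells was argued against, as the difference was -0.55 (jackknife SE 0.159) with the astrocyte and endothelial means in the model. It was -0.40 with all libraries drawn down to 10000000 counts, but drawing down leaves the expected CPM as it was, so depth cannot be told apart by this. A change with stress stays open as a hypothesis, and so do technical sources that were not tested.

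The mitochondrial genes from mt-Co2 to mt-Nd3 held 15.7 to 5739 CPM, with 6 libraries under 200 CPM, while the other mitochondrial genes held 3676 to 10423 CPM. Counting of the missing reads in the chromosome 1 copies was argued against, as these held at most 347 CPM. Reads set aside as non-unique are a candidate explanation. Over 29 libraries, without D1 Susceptible replicate 1, the non-unique share fell as the block rose (Spearman rho -0.607, permutation p 0.000660, Benjamini-Hochberg adjusted p 0.00138; Pearson r -0.649, or -0.533 without the 2 farthest libraries). Within the 14 D1 libraries rho was -0.565 (permutation p 0.0377) and r -0.525 (permutation p 0.0550).

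Gapdh ranged from 8.82 to 345 CPM, and its pseudogene Gm12033 from 0 to 210 CPM. Reads shared between them are a candidate explanation, since the SD of the log2 sum over 30 libraries was 0.42 against 1.71 for Gapdh alone.

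For each comparison the libraries were split at random in other ways into groups of the same sizes, with 60 splits drawn and the real split among them. For D1 against D2 Control libraries, 1 of 60 splits, the real one, gave as many as 1608 genes, and the largest other count was 6, so chance can be excluded there. In D2 Susceptible against Control 10 of 60 splits gave at least the 1 gene called, with up to 4339 genes in another split, and in D2 Susceptible against Resilient 6 of 60 gave at least the 10 called, with up to 2314. Chance cannot be excluded for these counts. The other 9 comparisons had 0 genes by edgeR, with the unadjusted and other tools' counts given above. As any split gives at least 0, 60 of 60 was fixed for them in advance and decides nothing. Their counts at an unadjusted p under 0.05 were not what the test was fixed on and were not corrected for the number of comparisons. As many such genes were given by 1 of 60 splits for D2 Resilient against Control (814 genes), 2 for the class difference in Resilient (967), 3 for D1 Resilient against Control (503) and 3 for D1 Susceptible against Resilient (675). In the other 5 they were given by 9 (class difference in Susceptible against Resilient), 19 (class difference in Susceptible), 20 (both stressed D1 groups), 24 (D1 Susceptible against Control) and 37 (both stressed D2 groups). The real split ranked high for 814 and 967, but without a correction for the 12 comparisons chance stays open for the 9. For D2 Susceptible against Control and against Resilient the unadjusted counts were reached by 11 and 16 of 60 splits. For the gene lists, 17 of 100 splits gave at least the 25 camera calls of the real one (median 20 in the others, at most 28), and chance cannot be excluded. By fry 4 of 100 splits gave at least the 2 calls.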
